A study of Bos taurus with 13 samples.

How the data were processed

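Polyadenylated RNA was sequenced from 13 cultures of bovine mesenchymal stem cells, which are adherent multipotent stromal cells, here primary cultures from umbilical cord at passages 2 to 4. Per the labels' protocols, RNA was extracted with a column kit and made into mRNA libraries at a sequencing core. The labels state no aligner, counting tool, genome build, annotation, strand setting or sequencing batch. The deposited table holds 16595 genes under Ensembl identifiers and 1 column per library, and no replicates were pooled.

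The deposited values are a normalised signal per gene, made by the authors with DESeq, per the name of the deposited table. They are not raw counts. In every library the low values were whole multiples of a single step, the value of 1 read, so whole reads were recovered by dividing by that step. The share of values that came out whole within 0.01 reads was 100% in each library. Size factors recomputed from the recovered reads with DESeq2's median-of-ratios rule equalled those implied by the deposited values, so the scaling was that of these 13 libraries. Every gene in the deposited table had at least 6 reads over the 13 libraries, so genes with fewer reads had been left out before deposition.

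Recovered reads per library ran from 14859428 to 39117065, and each library's size factor was between 0.606 and 1.66. Genes were tested when their normalised value was at least 10 in at least 2 libraries, which kept 13684 genes (82.5%) holding 99.98% of the summed values. Because the deposited values are normalised, a test on the log scale was fixed as the main one, with count tests on the recovered reads as alternatives. Values were transformed as log2(value + 1) and fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a mean-variance trend. Fold changes are on the log2(value + 1) scale, which understates the change of genes with low values. A single model with the 5 group means was fitted over all 13 libraries, leaving 8 residual degrees of freedom, because 2 of the groups had only 2 libraries. Adjusted p-values are limma's, with Benjamini-Hochberg adjustment over the tested genes within each comparison, and the threshold was an adjusted p of 0.05. All tests were two-sided.

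Groups and replicate numbers were taken from the sample titles. The comparisons were 6 h of heat against its 37 °C control, 3 days of heat against its 37 °C control, heat followed by recovery against the 3-day 37 °C control, 3 days of heat against heat followed by recovery, and the 3-day against the 6 h 37 °C control. Differences between effects were tested as interaction contrasts in the same model. The comparisons, tests, alternatives and the rule for naming genes were fixed before the data were examined. For the recovery group the titles give 66 h at 37 °C after the 6 h of heat, 72 h in total, while the series text speaks of 3 days of recovery. The titles were used.

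Replicates were compared before averaging. The dispersion ratio of a pair, the median over genes of the chi-square statistic of its reads relative to the value for sampling noise alone, was between 1.64 and 4.94 for replicates 1 and 2 of a group, and between 7.27 and 12.9 for pairs with replicate 3. No pair was within sampling noise, and each library was counted as a separate sample. The labels state no shared donor, day or batch for a replicate number. Across genes, the deviations from the group mean of libraries with the same number correlated with r from 0.27 to 0.72 over the 9 pairs among the 3 groups with 3 replicates. By the criterion of r above 0.1 for each pair, the numbers paired the libraries in those groups. Replicates 1 and 2 of different groups were as alike, however, with r from 0.27 to 0.48, while replicate 3 against replicates 1 or 2 gave r from -0.62 to -0.35. The pairing therefore came mainly from a set of 3 libraries, replicate 3 of each of these groups, against replicates 1 and 2. Same-numbered libraries gave r of 0.08 between the 3-day control and the recovery group and from -0.05 to 0.13 between a group with 2 and a group with 3 replicates, so the numbers did not pair those.

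Alternatives were other pseudocounts, filters, scalings and variance models, array quality weights, the replicate number as a block, fits of only the groups compared, stricter thresholds, and each replicate left out in turn. The recovered reads were also tested with edgeR 4.0.16 (quasi-likelihood test with TMM scaling) and DESeq2 1.42.0. To give the overlap of calls without an effect, data with an unchanged group were simulated from the fitted means and spreads and refitted 100 times. Fitted means and spreads hold no deviation shared across genes, so the simulated ranges may be too narrow. A term for replicate 3, a fit of replicates 1 and 2 only, reads thinned to equal depth, and a separate 3-day control library for each effect were added after the data had been seen. The limma procedure was tested on simulated reads drawn from the means and library sizes of the 13684 tested genes, with 200 genes changed by a log2 fold change of 1 or 2. The changed genes were taken only from those with a mean value of at least 50, and genes varied independently of each other. It recovered 91.5% of the changed genes in the 6 h comparison and 90.5% in the recovery comparison, and 5.18% and 3.21% of its calls were unchanged genes.

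Of the gene identifiers, 0 had a match among the symbols used here, since the deposited table and the reference table (assembly ARS-UCD2.0, used for names only) do not pair these identifiers with names. The 42 tests of 14 gene sets and the 15 genes that were to be reported by symbol were therefore not analysed here. The rule for named genes took those with the largest rise or fall past the threshold, with a mean value of at least 50 and no overlap between the groups. With no symbols, it was limited to 2 identifiers that rose and 2 that fell, the first in each direction in the 6 h and the recovery comparisons. The restriction to these comparisons was made after the data had been seen. Positions, gene length and GC content were not used here. Near-identical gene copies and overlapping genes could not be set apart by identifier, and how reads shared between such copies were counted is not stated.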

Results

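Mesenchymal stem cells from bovine umbilical cord were cultured at 37 °C, the normothermic temperature, or at 40.5 °C, the heat treatment, starting a day after seeding. RNA was profiled in 5 groups. Cells kept for 6 h were either at 37 °C (6 h control, n = 3) or at 40.5 °C (6 h heat, n = 3). Cells kept for 3 days were at 37 °C throughout (3-day control, n = 2), at 40.5 °C throughout (3-day heat, n = 3), or at 40.5 °C for 6 h and then at 37 °C for 66 h (recovery, n = 2). The design asked which transcripts respond immediately to heat and which changes are stable or delayed.

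The recovered depth was 39117065, 28813827 and 20683166 reads in replicates 1 to 3 of the 6 h control, and 35349823, 18912044 and 20826459 reads in those of the 6 h heat group. The 3-day control had 28048240 and 18902973 reads, the recovery group 32472749 and 14859428 reads, and the 3-day heat group 28269327, 22047513 and 18594417 reads. At this depth, between 15270 and 15925 of the 16595 genes had at least 1 read in a library. The 10 most abundant genes took 10.7% ± 0.56 (SD, n = 3) of the reads in the 6 h control and 11.6% ± 0.32 (SD, n = 3) in the 6 h heat group. They took 12.2% ± 0.28 (SD, n = 2) in the 3-day control, 12.3% ± 0.13 (SD, n = 2) in the recovery group and 14.6% ± 0.89 (SD, n = 3) in the 3-day heat group.

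In a principal component analysis of the log2 values, the first 3 components held 34%, 29.1% and 14.5% of the variance. The first component separated the 6 h groups from the 3-day control and recovery groups, and the second separated the 3-day heat group from the other groups. The third component separated replicate 3 of the 6 h control, 6 h heat and 3-day heat groups from replicates 1 and 2. The 3-day control and recovery groups had no replicate 3. The labels do not state what sets replicate 3 apart. The fit reported had no term for it, and values within replicates 1 and 2 and with such a term are given beside the pooled ones.

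**Figure D1:**
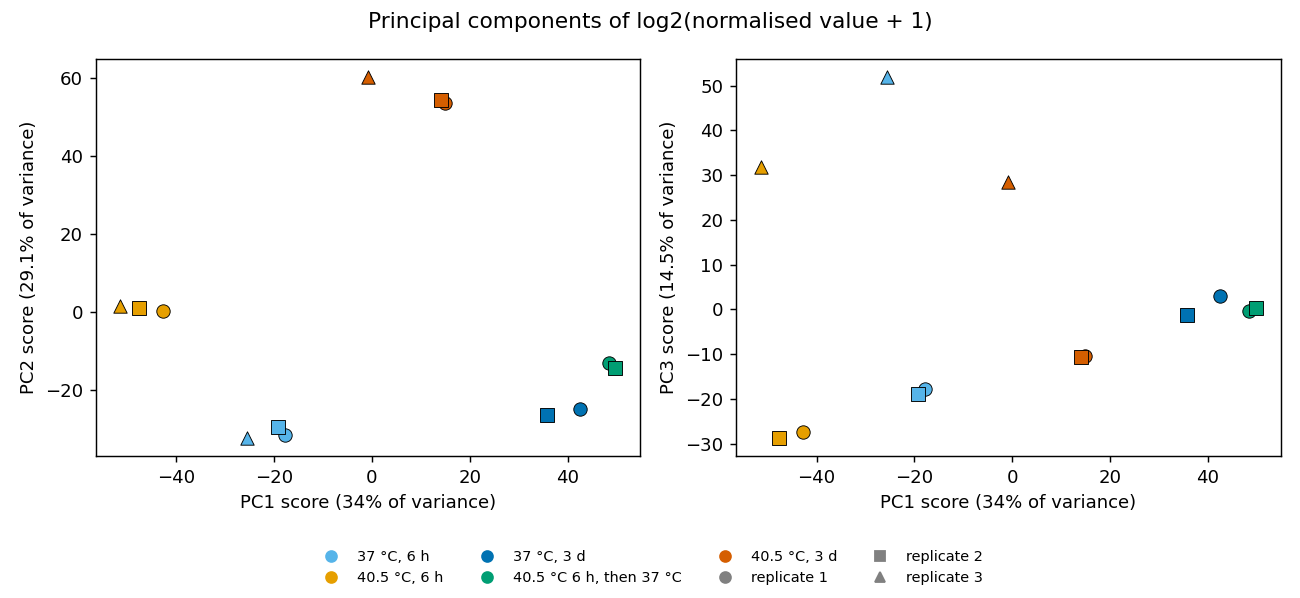
Scores of the 13 libraries on the first against the second principal component (left) and the first against the third (right), with each axis giving its share of the variance; colours mark the 5 groups and symbols the replicate number. Libraries of a group lay together on the first 2 components, and on the third (14.5% of variance) replicate 3 of 3 groups lay above the other libraries.

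The immediate response was measured by comparing 6 h at 40.5 °C with 6 h at 37 °C. Of 13684 tested genes, 4311 (31.5%) passed an adjusted p of 0.05 in limma, 2024 of them higher and 2287 lower under heat. The median absolute log2 fold change of these genes was 0.53, and 715 of them changed by at least 1 on the log2 scale, 313 up and 402 down. Among the alternatives that kept the threshold, array quality weights moved the count most, to 7209 genes. Within replicates 1 and 2 the comparison gave 6108 genes, and 5637 of these (92.3%) changed in the same direction between the single replicate 3 libraries of the groups, for which no test was possible. With a term for replicate 3 the count was 6092.

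The response to continued heat was measured by comparing 3 days at 40.5 °C with 3 days at 37 °C. It included 5531 genes (40.4%), 2754 higher and 2777 lower, with a median absolute log2 fold change of 0.62. Of these, 1368 changed by at least 1 on the log2 scale, 526 up and 842 down. Within replicates 1 and 2 the count was 7533 genes, and with a term for replicate 3 it was 7024.

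The change left after recovery was measured by comparing cells heated for 6 h and returned to 37 °C with cells kept at 37 °C for 3 days. In this comparison 109 genes (0.797%) passed an adjusted p of 0.05 in limma, 88 of them higher and 21 lower. Their median absolute log2 fold change was 0.72, and 25 changed by at least 1. An unadjusted p under 0.05 was reached by 1513 genes. The number of genes past the threshold depended on the spread used. With the replicate number as a block it was 778 genes, 399 higher and 379 lower, among which were all 109. With a term for replicate 3 it was 795. When replicates 1 and 2 alone were fitted, it was 1792, 885 higher and 907 lower. The excess of higher genes among the 109 (80.7%) was thus not seen in the longer list from replicates 1 and 2 (49.4%). That list held all 109 with the same direction, so the excess among the 109 themselves remained. The recovery and 3-day control groups held no replicate 3, so these fits changed the estimate of the spread and not the libraries compared. The median residual SD was 0.17 on the log2 scale without a block and 0.125 with it.

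**Figure D2:**
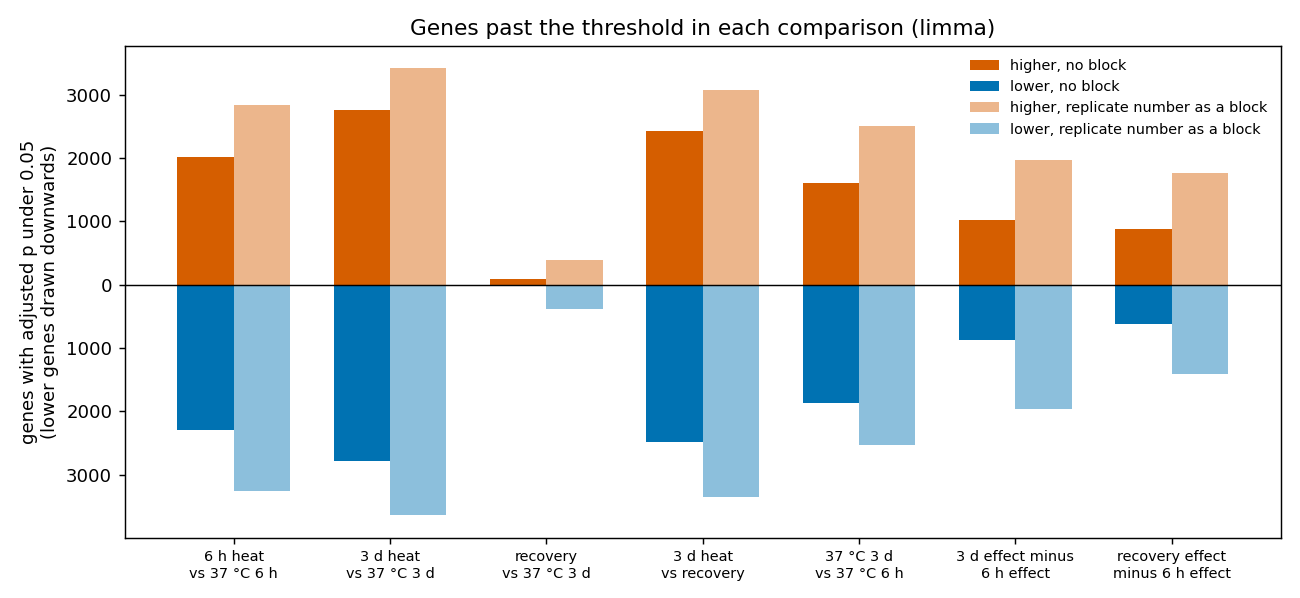
Number of genes with an adjusted p under 0.05 in limma for each comparison, with higher genes drawn upwards and lower genes downwards from 0; full colours are the fit without a block and pale colours the fit with the replicate number as a block. The recovery comparison had 109 genes without and 778 with the block, against 4311 and 6107 for 6 h of heat.

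Cells at 40.5 °C for 3 days were also compared directly with the recovery group. They differed in 4920 genes (36%), 2435 higher and 2485 lower under continued heat, of which 1199 differed by at least 1 on the log2 scale. Within replicates 1 and 2 the count was 7081, and with a term for replicate 3 it was 6405. The background change with time in culture was measured between the controls. The 3-day control differed from the 6 h control in 3467 genes (25.3%), 1601 higher and 1866 lower. Of the 689 that changed by at least 1, 523 were higher and 166 lower after 3 days. Within replicates 1 and 2 the count was 5950, and with a term for replicate 3 it was 5008. When only the libraries of the controls were fitted, the count was 1655. The balance of higher and lower genes depended on the scaling. With each library rescaled to its upper quartile, the share of higher genes went from 46.2% to 54.4% for time at 37 °C. It went from 46.9% to 52.7% for 6 h of heat, and from 49.5% to 51.7% for 3 days of heat against recovery. For 3 days of heat it was 49.8% before and 49.7% after this rescaling. Under quantile normalization the share for time at 37 °C moved the other way, to 42.3%. The share was then 51.7% for 6 h of heat, 54.6% for 3 days of heat and 54.8% for 3 days of heat against recovery. After recovery it stayed at 76.1% or more under these scalings.

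To ask which part of the 6 h response was present after recovery, the effects were compared gene by gene. These comparisons share no library, but they share the spread estimated for each gene, which favours the same genes in both. Of the 4311 genes that responded at 6 h, 67 also passed the threshold after recovery, 58 in the same and 9 in the opposite direction. In 100 refitted simulations with an unchanged recovery group, the same numbers of top genes gave a mean overlap of 43.5 genes, from 28 to 57. A mean of 21.8 of these, from 11 to 33, had the same direction. With the replicate number as a block, 380 genes passed in both with the same direction and 87 with the opposite direction. Within replicates 1 and 2 these numbers were 772 and 268. Across the tested genes, the effects at 6 h and after recovery correlated with r = 0.115 (Spearman's rho 0.136), and within replicates 1 and 2 with r = 0.121. Genes are not independent replicates, so no p-value is given for these correlations. Of the genes that responded at 6 h, 60% had the same sign after recovery (59.2% within replicates 1 and 2). Their median change in the direction of the 6 h response was 0.53 on the log2 scale at 6 h and 0.044 after recovery. The 6 h value is from the estimates that selected these genes, so it tends to be too high.

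The interaction test of whether the effect after recovery differed from the effect at 6 h passed an adjusted p of 0.05 in limma for 1501 genes, with a median absolute log2 difference of 0.77. With the block the count was 3175, within replicates 1 and 2 it was 4069, and with a term for replicate 3 it was 3109. The 6 h effect was the larger in 1344 of the 1501 genes, and 1375 were past the threshold at 6 h but not after recovery. The difference was positive in 58.7% of the 1501 genes, and in 48.1% of the genes past the threshold after each library was rescaled to its upper quartile.

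The responses to 6 h and 3 days of heat, which also share no library, correlated with r = 0.461 (rho 0.508), and within replicates 1 and 2 with r = 0.447. Both comparisons called 2436 genes, 2285 in the same direction and 151 in the opposite direction. With the 3-day heat group simulated as unchanged, the mean overlap was 1760 genes, from 1699 to 1809, of which a mean of 897 had the same direction. Of the genes that responded at 6 h, 83.9% had the same sign after 3 days (80% within replicates 1 and 2), where their median change in the direction of the 6 h response was 0.374. The effects differed from each other by the interaction test in 1897 genes, 1027 with a positive difference and 870 with a negative difference. The positive share, 54.1%, was 47.2% after rescaling to the upper quartile. With the block the count was 3931, within replicates 1 and 2 it was 4508, and with a term for replicate 3 it was 3897. Leaving out replicate 1 of the 6 h heat group lowered the count to 1241.

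**Figure D3:**
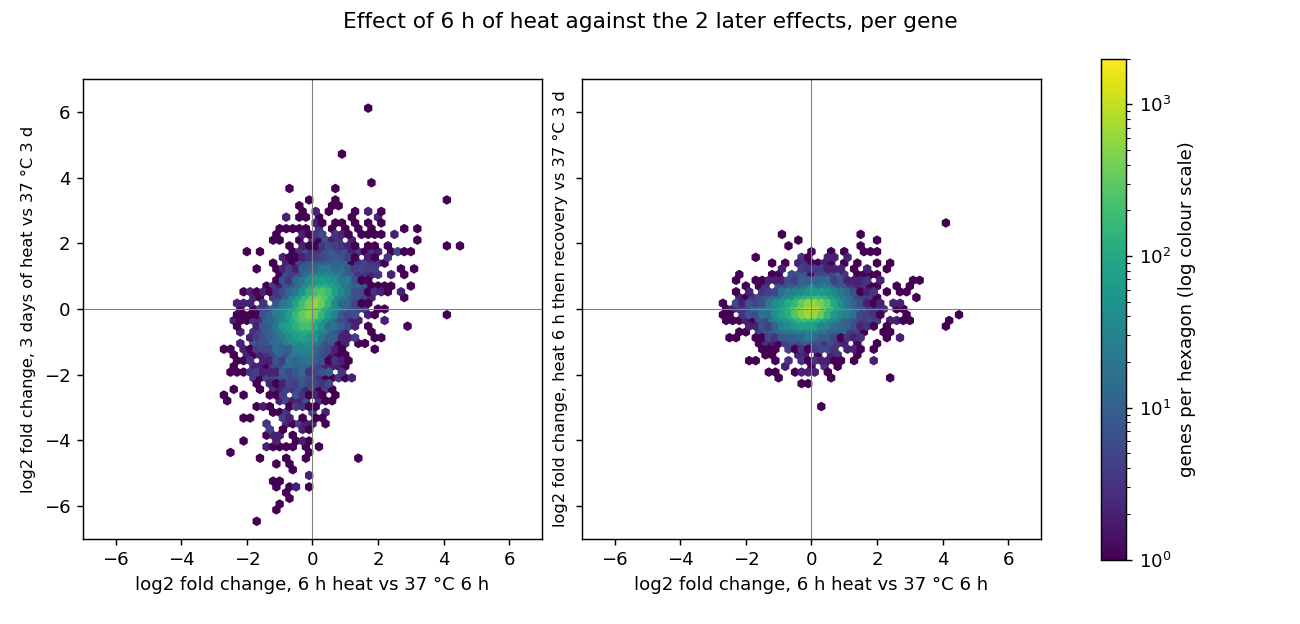
Log2 fold change of each of the 13684 tested genes after 6 h of heat (x axis) against that after 3 days of heat (left) and after recovery (right), with colour giving the number of genes per hexagon on a log scale. The left cloud is tilted (r = 0.461), and the right cloud lies close to 0 on the vertical axis (r = 0.115).

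The effects of 3 days of heat and of recovery were both measured against the 2 libraries of the 3-day control and correlated with r = 0.339 (rho 0.353), and within replicates 1 and 2 with r = 0.358. When the recovery group was simulated as unchanged, the shared controls gave a mean r of 0.156, from 0.112 to 0.198 over 100 simulations. When both heated groups were simulated as unchanged, the mean r was 0.547. With a different control library for each effect, r was 0.255 and 0.115 for the 2 assignments. Both comparisons called 59 genes, 49 with the same and 10 with the opposite direction. The refitted simulations with an unchanged recovery group gave a mean overlap of 56.1, from 42 to 65, and a mean of 41 genes with the same direction, from 27 to 54. Of the 109 genes called after recovery, 72.5% had the same sign after 3 days of heat. Simulation of an unchanged recovery group gave a mean same-sign share of 64.6% and a highest of 75.2%, so the overlap and this share were within the range that the shared controls produced. Over the comparisons of 6 h heat, 3 days of heat and recovery, 34 genes passed in all, 17 only after recovery, and 6261 in none.

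The files do not pair the gene identifiers with names, and 4 identifiers are given. ENSBTAG00000039035 had the largest rise after 6 h of heat that met the naming rule. Its normalised value was 27.2 ± 19.7 (SD, n = 3) in the 6 h control and 459 ± 54.6 (SD, n = 3) in the 6 h heat group, a log2 fold change of 4.48 (SE 0.61, limma adjusted p 0.000284). In the control, replicates 1 and 2 had 60 and 50 reads and replicate 3 had 4 reads. The fold change lay between 3.54 and 4.99 when single libraries of the groups were left out and stayed past the threshold. After 3 days of heat its value was 27.4 ± 4.53 (SD, n = 3) against 6.66 ± 3.28 (SD, n = 2) in the control, a log2 fold change of 1.95 (SE 0.68, limma adjusted p 0.0399). This call was lost without any single 3-day heat library, without the variance trend and at equal depth. In the recovery group the value was 5.86 ± 1.29 (SD, n = 2), not past the threshold (log2 fold change -0.1, SE 0.75, limma adjusted p 0.987).

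ENSBTAG00000050861 had the largest rise after recovery that met the rule. Its value was 128 ± 47.4 (SD, n = 2) in the recovery group and 19.6 ± 7.82 (SD, n = 2) in the 3-day control, a log2 fold change of 2.64 (SE 0.37, limma adjusted p 0.0108). It also rose at 6 h, from 8.08 ± 2.83 (SD, n = 3) to 150 ± 10.4 (SD, n = 3), a log2 fold change of 4.11 (SE 0.3, limma adjusted p 4.46e-06). After 3 days of heat its value was 17.5 ± 1.77 (SD, n = 3), not past the threshold against the control (log2 fold change -0.11, SE 0.34, limma adjusted p 0.817).

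ENSBTAG00000016041 had the largest fall after 6 h of heat that met the rule, from 146 ± 14.3 (SD, n = 3) to 21.3 ± 6.13 (SD, n = 3). The log2 fold change was -2.75 (SE 0.21, limma adjusted p 5.02e-06). It was also lower after 3 days of heat, at 68 ± 11.4 (SD, n = 3) against 154 ± 12.1 (SD, n = 2), a log2 fold change of -1.18 (SE 0.23, limma adjusted p 0.00225). In the recovery group it was 138 ± 6.17 (SD, n = 2) and did not pass the threshold (log2 fold change -0.16, SE 0.25, limma adjusted p 0.904).

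ENSBTAG00000014312 had the largest fall after recovery that met the rule, to 23.4 ± 4.3 (SD, n = 2) from 67.6 ± 9.65 (SD, n = 2) in the 3-day control. The log2 fold change was -1.5 (SE 0.27, limma adjusted p 0.0321). At equal depth the fall was -1.15 on the log2 scale and no longer past the threshold. At 6 h its values were 84.2 ± 21.2 (SD, n = 3) with heat and 80.5 ± 13.7 (SD, n = 3) without, a difference smaller than the spread between replicates. After 3 days of heat it was 46.5 ± 6.24 (SD, n = 3), not past the threshold (log2 fold change -0.53, SE 0.24, limma adjusted p 0.102).

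**Figure D4:**
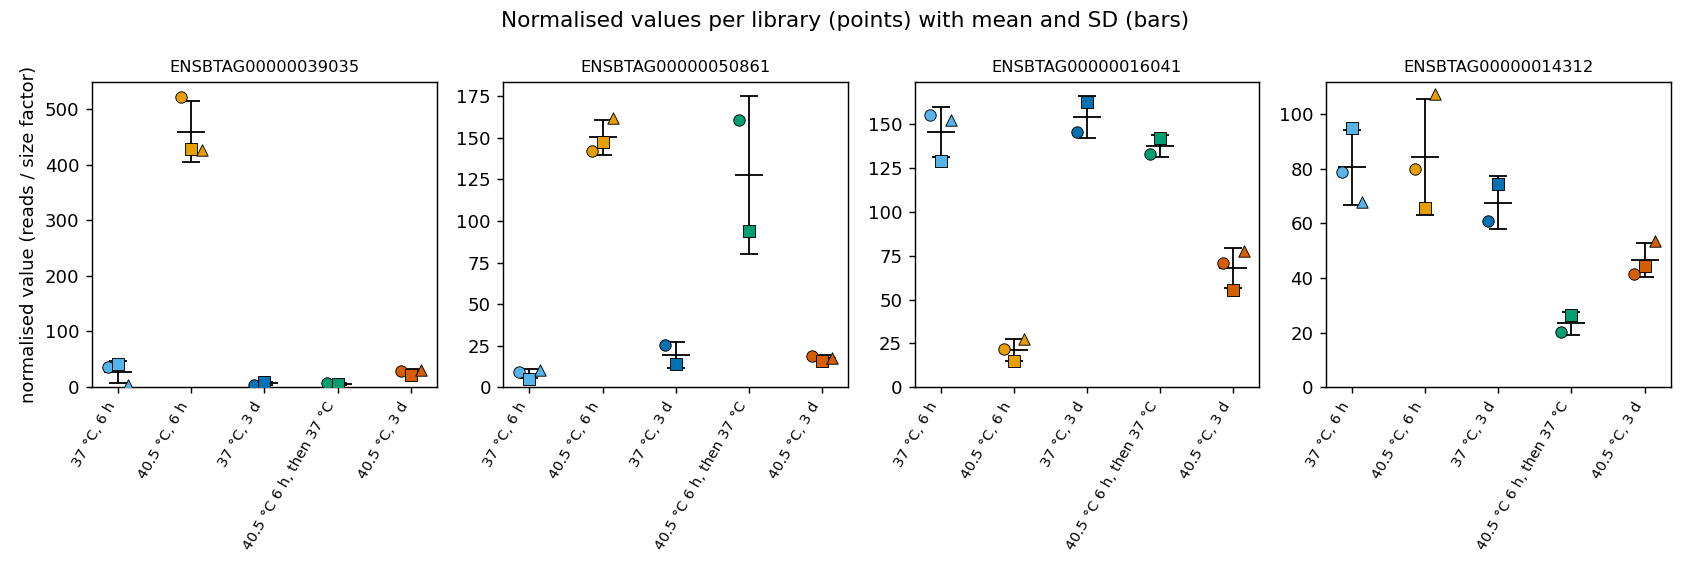
Normalised value (reads divided by the size factor) of the 4 identifiers in each library (points, with symbols for the replicate number) and the mean and SD of each group (bars). ENSBTAG00000050861 was near 128 in the recovery group and 150 in the 6 h heat group, and between 8.08 and 19.6 in the other 3 group means.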

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

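The tests of the interaction genes under other scalings were chosen only after the result was seen.

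The effect of heat differed between 3 days and 6 h in 1897 genes by the interaction test, which is what brought this result here. Of these, 1048 had opposite signs in the comparisons, 968 were past the threshold only after 3 days, 488 only at 6 h, 408 in both and 33 in neither. Only 151 of the 408 past the threshold in both had opposite signs. The 3-day effect was the larger in 1212 of the 1897. Several technical explanations were tested. If the presence of replicate 3 in only some of the groups had produced the difference, it should have been lost without those libraries. In replicates 1 and 2 alone, 98.2% of the genes passed again with the same sign. If depth had produced it, it should have been lost at equal depth, where 78.5% passed again with the same sign. If the scaling had produced it, it should have been lost under other scalings. With quantile normalization 89.8% passed again with the same sign, and with upper quartile scaling 91.5% did. These values argue against each explanation as the whole cause. The longer exposure is an open biological explanation. It was not separated from time in culture or cell density, because each duration had its own control and its own harvest. GC content and gene length were not analysed here.

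The effect after recovery differed from the effect at 6 h in 1501 genes, again by the interaction test. The 6 h effect was the larger in 1344 of them, and 1044 had opposite signs. Only 12 passed the threshold in both comparisons, 9 of them with opposite signs. In replicates 1 and 2 alone, 99.5% of the 1501 passed again with the same sign, and at equal depth 76.8% did. Under upper quartile scaling 88.9% passed again with the same sign, and under quantile normalization 90.5% did. These values argue against replicate 3, depth and scaling as the whole cause. The genes called at 6 h were also followed in the recovery comparison, which shares no library with the 6 h comparison. Their median change in the direction of the 6 h response was 0.53 on the log2 scale at 6 h and 0.044 after recovery, and 0.374 after 3 days of heat. The 0.53 is from the estimates that selected these genes, so it tends to be too high, unlike the later values. In the median, then, most of the 6 h change was not present after the 66 h at 37 °C. What removed it was not tested. With 2 libraries in each arm of the recovery comparison, small remaining effects may have gone uncalled. The simulated data gave 83% recovery of genes changed by a log2 fold change of 1 in that comparison. Those genes all had a mean value of at least 50, so recovery at lower values was not measured. The fit with the replicate block called 778 genes in place of 109.

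Of the 10 splits of the 6 libraries of the 6 h groups into 3 and 3, 1 gave as many genes as the real split, which was the real split itself with 4311. The 9 other splits gave 0 genes at an adjusted p of 0.05 in limma and from 61 to 2063 at an unadjusted p under 0.05. The splits with 1676 or more at the unadjusted threshold were those that put both replicate 3 libraries in the same arm. The 3 other splits that, like the real one, put each replicate number in both arms gave from 61 to 351 at that threshold. Of the 3 splits of the 4 libraries of the recovery comparison, 1 gave as many genes, again the real one with 109. The 2 other splits gave 0 genes, with 138 and 550 at an unadjusted p under 0.05. So few splits cannot give a share under 0.1 or 0.333, so these counts alone exclude chance assignment of libraries in neither comparison. For 6 h of heat other values argue against it. Of the 6108 genes called in replicates 1 and 2, 92.3% had the same sign in the separate replicate 3 pair, with r = 0.69 over all tested genes, and the real split had 5675 genes at the unadjusted threshold. For recovery no further library of its groups was left to test it on. The 6 h comparison shares no library with it, however, and 84 of the 109 genes (77.1%) had the same sign there. Of these, 58 were called in both comparisons, against 11 to 33 when the recovery group was simulated as unchanged. The simulation used the fitted spread of each gene, while a deviation of a whole library would move many genes together. The simulated range may therefore be too narrow, so these values do not decide on chance assignment for recovery.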

How the results depend on the processing

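The term for replicate 3, the fit of replicates 1 and 2 only, the thinning to equal depth and the separate control libraries were chosen after the data had been seen. In every alternative for which shared genes were counted, 0 genes called both there and in the fit as reported changed sign.

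The counts of genes after 6 h of heat, after 3 days of heat, and for 3 days of heat against recovery stayed within 1.5 times the reported values under every alternative except array quality weights and stricter thresholds. Array quality weights gave 7209 genes for 6 h of heat and 7663 for 3 days of heat against recovery. An adjusted p of 0.01 gave 2566, 3354 and 2726 genes for these comparisons. Requiring in addition to an adjusted p of 0.05 a log2 change of at least 1 gave 715, 1368 and 1199. The time comparison gave 1417 and 689 genes under these stricter thresholds, 1655 when only its own groups were fitted, and 5950 with replicates 1 and 2 only. The tests on recovered reads gave 4356 (edgeR) and 4560 (DESeq2) genes for 6 h of heat, and stayed within 1.5 times the reported count in each comparison and interaction except recovery with DESeq2.

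The recovery count of 109 moved most. It was 36 without the variance trend, 546 with array quality weights, 315 with DESeq2, 103 with edgeR, 15 at an adjusted p of 0.01, 25 with a log2 change of at least 1, and 480 when only its own groups were fitted. It was 795 with a term for replicate 3 and 1792 with replicates 1 and 2 only. All 109 genes were also called in the last 2 fits. As neither arm holds a replicate 3, these fits changed only the spread. At equal depth 73 genes were called, 70 of them among the 109. The cause of the other moves was not tested. The share of higher genes, 80.7%, was 100% at an adjusted p of 0.01 and 87.7% at equal depth, but 61.7% with array quality weights, 69.5% with DESeq2 and 54.2% with only its own groups.

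The replicate number as a block (replicate block) gave 778 genes for recovery, 3931 for the interaction of 3 days with 6 h of heat and 3175 for that of recovery with 6 h. It gave 380 genes called at 6 h and after recovery with the same sign and 87 with the opposite sign. The paired fit moved no other count of genes called in a comparison by more than 1.5 times and changed no call of the 4 identifiers in the 6 h, 3-day heat and recovery comparisons. The median residual SD on the log2 scale fell from 0.17 to 0.125.

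The interaction counts, 1897 for 3 days and 1501 for recovery, became 4250 and 3497 with array quality weights, 3897 and 3109 with a term for replicate 3, and 4508 and 4069 with replicates 1 and 2 only. They were 564 and 505 at an adjusted p of 0.01, and 585 and 455 with a log2 difference of at least 1. Leaving out 1 library at a time gave from 1241 (without replicate 1 of the 6 h heat group) to 2388 genes for 3 days, and from 1049 to 1939 for recovery.

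The number of genes called at 6 h and after recovery with the same sign, 58, was 26 without the variance trend, 286 with array quality weights, 147 with DESeq2, 14 at an adjusted p of 0.01, 10 with a log2 change of at least 1, 385 with a term for replicate 3 and 772 with replicates 1 and 2 only. It ran from 30 to 79 when 1 library was left out. It was 34 and 36 without replicate 1 or 2 of the 6 h control, 32 and 30 without those of the 6 h heat group, and 33 and 38 without those of the 3-day heat group. The share of 6 h genes with the same sign after recovery was 55.4% for genes with a log2 change of at least 1. The share with the same sign after 3 days of heat was 89% for such genes and 78.8% with array quality weights.

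The correlation of the 6 h and recovery effects, 0.115, was 0.16 with a pseudocount of 10, 0.073 without a filter, 0.189 for genes with a mean of at least 50, and 0.203 for genes called in either comparison. That of the 6 h and 3-day heat effects, 0.461, was 0.399 without a filter and 0.513 for genes with a mean of at least 50. That of the 3-day heat and recovery effects, 0.339, was 0.469 for genes called in either and 0.185 with separate control libraries. Shared controls can raise the r of the 3-day heat and recovery effects, so separate libraries can lower it. The simulated mean was 0.156 with the recovery group unchanged. The cause of the other shifts was not tested.

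Among fold changes of the 4 identifiers, those that changed sign were not past the threshold as reported. ENSBTAG00000039035 after recovery was 0.09 under quantile normalization and from -0.55 to 0.35 with 1 library left out: 0.35 without replicate 2 of the 3-day control and 0.09 without replicate 2 of the recovery group. Its 3-day heat call was lost at 1.95 without the variance trend, at 1.88 at equal depth, and at 1.86 to 2.09 without single 3-day heat libraries. Over all libraries left out, that fold change ran from 1.5 to 2.4. ENSBTAG00000050861 after 3 days of heat was 0.09 under quantile normalization and from -0.51 to 0.29 with 1 library left out, the latter without replicate 1 of the 3-day control. ENSBTAG00000014312 at 6 h was -0.15 with array quality weights, -0.25 with replicates 1 and 2 only, and from -0.14 to 0.21 with 1 library left out: -0.07 without replicate 3 of the 6 h control and -0.14 without that of the 6 h heat group. Its 3-day heat change passed the threshold at -0.62 with array quality weights and -0.63 with replicates 1 and 2 only, and its fall after recovery lost its call at -1.15 at equal depth.

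Leaving out a library of the 3-day control or recovery group left 1 library in an arm, so calls were not made in those fits. The ranges of counts with 1 library left out therefore cover only libraries of the groups with 3 replicates. The number of genes with a log2 change of at least 1 after recovery, with no test, was 240 with all libraries. It was 868 without a filter, 45 with a pseudocount of 10 and 42 among genes with a mean of at least 50, so most of the 240 had low values. It was 474 without replicate 1 of the 3-day control and 374 without replicate 1 of the recovery group. Under the alternatives, 41 values moved among the shares of higher genes, the counts called with opposite signs and the untested counts of genes with a log2 change of at least 1, some of which are given above. The depth of the shallowest library, 14859428 reads, limits calls of genes with low values. The 42 gene set tests and their alternatives were not run, because no identifiers had symbols.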

Other observations

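The tests of group identity and of unrelated accidents for replicate 3 were chosen only after the results were seen, as were the patterns in this part.

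Replicate 3 of the 6 h control, 6 h heat and 3-day heat groups deviated together from replicates 1 and 2. The lowest r between the deviations of any pair of these libraries from different groups was 0.47, which argues against unrelated accidents in single libraries. At equal depth, pairs with replicate 3 were still at least 3.97 times as dispersed as replicates 1 and 2 of the same group, which argues against depth. All 3 of these libraries were nearest to the mean of replicates 1 and 2 of their own group, which argues against swapped group labels. Cells from another source may have been used for replicate 3. The test for this, genes at least 32-fold apart in the same direction in all 3 groups, found 0 genes for replicate 3 and 0 for either other replicate, and so decided nothing. At 4-fold, a threshold chosen afterwards, there were 9 such genes for replicate 3, 4 higher and 5 lower, and 0 for each of the others. A different donor, passage, culture day or library batch cannot be told apart, because the labels give none of them and all 3 libraries share the number. Replicates 1 and 2 differed by more than sampling noise in each group, but what they share is not stated either. If they came from the same cells, the spread within them would understate that between independent cultures, and the larger counts in fits of replicates 1 and 2 could reflect this (1792 genes after recovery, against 109).

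The effect of 3 days of heat ran against the change with time at 37 °C, mainly in genes that rose with time. The 1601 genes called higher with time had a median log2 fold change of -0.224 after 3 days of heat. The 1866 called lower had a median of 0.021, so no reversal was seen in them. Of the 1761 genes called in both comparisons, 1083 had opposite signs and 678 the same sign. The shared 3-day control pushes these medians and counts towards opposite signs, and no simulated value is given for them. The difference between genes that rose and genes that fell was therefore not tested. Across genes the r between the time and 3-day heat effects was -0.339 (rho -0.212). The 3-day control enters them with opposite signs, however, which lowers r without any effect. With the 3-day heat group simulated as unchanged, the mean r was -0.214, from -0.245 to -0.187 over 100 simulations. With the time effect absent it was -0.172, and with both effects absent -0.599, beyond the observed value. As both comparisons called many genes (3467 for time and 5531 for heat), the last is the least close comparison. With a different 3-day control library in each, the mean r was -0.25 (-0.218 and -0.281 for the 2 assignments), and within replicates 1 and 2 it was -0.23. These values argue against the shared libraries and against replicate 3 as the whole cause. A deviation common to both 3-day control libraries would pass this test. It should also set the time and recovery effects against each other, since the 3-day control enters those with opposite signs too. Their r was 0.037 with shared and on average 0.159 with separate control libraries (0.252 and 0.066), which goes the other way. A relation between these effects in the cells could offset such a deviation, so it is not excluded. As a hypothesis, continued heat may have held back part of the rise of genes at 37 °C between 6 h and 3 days. Growth at the higher temperature may instead have altered cell density. Neither was tested here.

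The effect after recovery and that of 3 days of heat correlated across genes with r = 0.339. With the recovery group alone simulated as unchanged, the highest r was 0.198. With both heated groups simulated as unchanged, the shared controls alone gave a mean r of 0.547, but 5531 genes were called after 3 days of heat, so the former is the closer comparison. With a different 3-day control library for each effect the mean r was 0.185, which argues against the shared libraries as the whole cause. The 2 assignments gave 0.255 and 0.115, however, and the 3-day control pair was the most dispersed among the pairs of replicates 1 and 2 (dispersion ratio 4.94). The resemblance may therefore rest in part on what both control libraries have in common. The r of 0.159 between the time and recovery effects goes against this but does not exclude it.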
